A study of Mus musculus with 6 samples. Its data were reported in "LMO3 reprograms visceral adipocyte metabolism during obesity" (2021).

How the data were processed

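Total RNA of epididymal adipose tissue was hybridized to Affymetrix mouse Gene ST arrays, and each of the 6 arrays represents a pool of 2 mice. Groups and replicate numbers were taken from the labels of the samples, which give 3 rAAV-YFP and 3 rAAV-Lmo3 arrays. The sample titles name rAAV-YFP as the control vector, whereas the treatment protocol of the same labels names rAAV-LacZ; the name in the titles is used here. The labels give no batch or hybridization date.

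The deposited values are intensity values summarised per probe set by RMA (background correction, quantile normalization and median polish), which the authors ran in Affymetrix Expression Console 1.1. They were given on the linear scale and rounded to whole numbers, although log2 values had been anticipated, and log2 was taken here. At the dim end this rounding is coarse, since neighbouring intensities of 24 and 25 are 4.58 and 4.64 on the log2 scale. The arrays give no counts, so precision is limited by their number. Of 35556 probe sets, 21789 were annotated with exactly 1 gene symbol, 1621 with several and 12146 with none. A reference table of mouse gene names (GRCm38.p6) held 21698 of the 21789 symbols, changed 0 of them, and was used for names only. No genome coordinates were used.

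For each of 19938 genes the probe set with the highest mean over all 6 arrays was kept, and the dimmest 40% of genes were left out (7975 genes, those below a mean log2 intensity of 6.83, or 114 in intensity). The remaining 11963 genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, default prior), with Benjamini-Hochberg adjustment and a threshold of 0.05. The methods' t-test (equal variances, two-sided, per gene) was run beside it on the same values. Single values were compared with an exact two-sided permutation test, whose smallest possible p with 3 arrays against 3 is 0.1. Replicates are separate pools of mice per the labels, so p-values measure the spread between pools. A difference is always rAAV-Lmo3 minus rAAV-YFP, and an SE is that of the moderated difference for a gene and of the difference between the group means for a list score.

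The design, the gene lists and the rule for named genes were fixed before the data were examined, after the paper and its supplements had been read. Named genes are Lmo3, the genes that the study names for these pathways, and up to 4 members of each list with the smallest p. Also named are the 10 genes with the largest higher and the 10 with the largest lower difference. These were drawn from genes with an unadjusted p under 0.05 and groups that do not overlap. There 502 genes qualified, of which 18 were left out by name, among them placeholders and the immunoglobulin gene Ighm. Slc25a20, Hadhb and Decr1 fall outside this rule and were named after their values were seen, as members that passed within their list, and Lcn12 as the brightest gene of a list without tested members. Of the 43 lists, those for the TCA cycle, oxidative phosphorylation, fatty acid oxidation, adipocyte and PPARg targets, collagens and extracellular matrix, focal adhesion and JNK signalling follow themes the study reported from these arrays. Wnt signalling was set beside them, and the others are further pathways and markers of other cell types that epididymal fat could hold. Many genes stand in more than 1 list.

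Lists with at least 5 tested members (39 of 43) were compared with all other genes by camera with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Beside it stand camera with the correlation estimated from the data, camera on ranks, fry, and an exact permutation test of the list score, which is the mean over members of the log2 value centred per gene. Mean and median differed in sign for 4 lists: adipocyte and PPARg targets, circadian clock, insulin signalling, and nuclear receptor coregulators.

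The alternatives were centring each array on its median, a second quantile normalization, array weights, eBayes with a trend and robust prior, a block for replicate number, leaving out each array, no filter on dim genes, leaving out the dimmest 60%, and the mean over the probe sets of a gene. Leaving out both arrays that stood apart, and using the macrophage list score as a covariate, were added after the data had been seen. The same steps were tested on simulated data for this comparison with 200 of 11963 genes changed. They recovered 38.8% of 67 genes changed by 0.5 on the log2 scale, 85.1% of 67 changed by 1 and 93.9% of 66 changed by 2, with 7 false calls. A second simulation of 100 draws had no difference between groups and, unlike the first, the covariance of the measured genes. The recovered shares of the first need not hold for the measured arrays.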

Results

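Gene expression was measured in epididymal white adipose tissue (eWAT), a visceral fat depot, of male C57BL6/J mice fed a high-fat diet (HFD) for 12 weeks from an age of 6 weeks. The tissue had been injected with a recombinant adeno-associated virus (rAAV) that delivered either Lmo3, a LIM-domain transcriptional cofactor, or yellow fluorescent protein (YFP) as control. The rAAV-YFP group and the rAAV-Lmo3 group held 3 arrays each, and each array was hybridized with RNA pooled from 2 mice. All 6 arrays gave values for 35556 probe sets, with median intensities between 123 on rAAV-Lmo3 1 and 127.5 on rAAV-YFP 2. The number of arrays limits the precision of every value below, because 3 pools against 3 cannot give an exact permutation p below 0.1. The array named rAAV-YFP 2 and the array named rAAV-Lmo3 1 stood apart from the rest, with mean correlations to the other arrays of 0.988 and 0.986, where the remaining 4 arrays lay between 0.990 and 0.991.

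The comparison of the groups asks what delivery of Lmo3 does to the transcriptome of eWAT during obesity. Among genes with an unadjusted p under 0.05 and groups that did not overlap, those with the largest higher values in rAAV-Lmo3 tissue included several that are characteristic of brown and beige fat. Cox8b, a cytochrome c oxidase subunit typical of brown fat and muscle, was 2.47-fold higher, a log2 difference of 1.31 ± 0.42 (SE, n = 3 pools per group). Chchd10, a protein of the mitochondrial intermembrane space, was higher by 1.06 ± 0.27, Slc36a2, an amino acid transporter of brown adipocytes, by 0.81 ± 0.21, and Ucp3, a mitochondrial uncoupling protein, by 0.77 ± 0.16. Hspb7, a small heat shock protein, had the largest lower value of these with a log2 difference of -1.13 ± 0.24, and Ccn2, a matrix-associated growth factor induced by tension, differed by -0.69 ± 0.11. No gene passed the adjusted test, so these differences are not called changes. Other genes differed by as much with overlapping groups, such as Lcn2 (1.27 ± 0.61), Saa3 (1.20 ± 0.69) and Zbtb16 (-1.01 ± 0.32). Without rAAV-YFP 2 Lcn2 was 0.70 and Saa3 0.53 higher.

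Of the 10 genes named on the higher side by that rule, the others were Aspa (0.87 ± 0.29), Ppp1r1a (0.84 ± 0.18), the soluble epoxide hydrolase Ephx2 (0.82 ± 0.18), the glutathione transferase Mgst2 (0.79 ± 0.17), Nabp1 (0.79 ± 0.16) and the keratin Krt79 (0.75 ± 0.12). On the lower side stood Ehd3 (-1.07 ± 0.29), the calcium channel subunit Cacna1e (-0.81 ± 0.17), the imprinted gene Peg10 (-0.77 ± 0.24), the matrix glycoprotein Thbs1 (-0.73 ± 0.25), the kinase Map3k6 (-0.69 ± 0.15), the clock gene Per1 (-0.68 ± 0.21), Rin3 (-0.68 ± 0.23) and the steroid sulphate transporter Slc10a6 (-0.67 ± 0.14). Leaving out rAAV-Lmo3 1 reduced the log2 difference of Cox8b to 0.79, of Aspa to 0.53 and of Rin3 to -0.43.

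**Figure D1:**
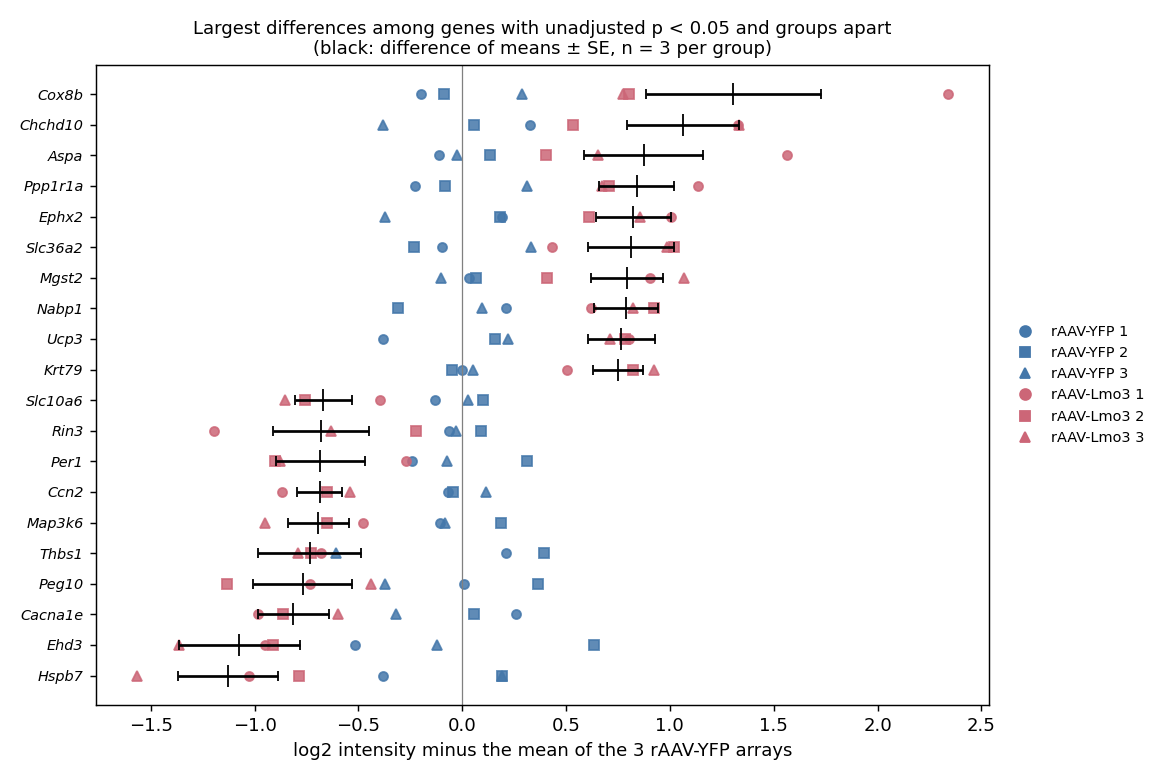
Log2 intensity per array of the 20 genes with the largest differences among those with an unadjusted p under 0.05 and groups that do not overlap, relative to the mean of the 3 rAAV-YFP arrays (horizontal axis, log2 units; 1 gene per line; blue, rAAV-YFP; red, rAAV-Lmo3; black, difference of the means ± SE, n = 3 per group). Cox8b on array rAAV-Lmo3 1 lies farthest from its control mean, and the group differences run from 1.31 for Cox8b to -1.13 for Hspb7.

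Of the 11963 genes tested with limma, 0 reached an adjusted p under 0.05, and the smallest adjusted p was 0.669. At an unadjusted p under 0.05, 271 genes were higher and 287 lower in rAAV-Lmo3, together 558 or 4.66% of the genes, where chance alone would give 598.15 in all and 299.075 in each direction if genes were independent. On simulated arrays with the covariance of these genes and no difference between the groups, the count had a median of 122 and a range of 0 to 5852, and 28 of 100 draws reached 558. By the methods' t-test, with equal variances and at the same unadjusted level, there were 233 higher and 322 lower genes, and 0 after Benjamini-Hochberg adjustment. The groups did not overlap for 1254 genes, or 10.5%, against the 10% that chance gives, and 15 genes differed by more than 1 on the log2 scale. Centring each array on its median changed the split to 317 higher and 216 lower genes. Without rAAV-YFP 1 there were 167 higher genes; without rAAV-YFP 2 the counts were 122 higher and 141 lower, and without rAAV-Lmo3 3 they were 143 and 140. Of the 1621 probe sets annotated with several symbols 0 passed by limma after adjustment and 50 at the unadjusted level, and of the 12146 probe sets without a symbol 0 and 576.

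Lmo3 itself was not measurably higher in the tissue that had received it. Its probe set (10548940) read intensities of 25, 24 and 24 on the rAAV-YFP arrays and 24, 26 and 24 on the rAAV-Lmo3 arrays. The log2 means were 4.60 ± 0.03 and 4.62 ± 0.07 (SD, n = 3 pools per group), a difference of 0.02 ± 0.07 (SE; exact two-sided permutation p = 1). These intensities lie well under the limit of 114 below which genes were left out as dim, so the probe set gave no check of which arrays came from Lmo3-transduced tissue.

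The mitochondrial gene groups lay on the higher side in rAAV-Lmo3 eWAT. Of the 25 measured fatty acid oxidation genes 24 lay above 0, with a mean log2 difference of 0.29 ± 0.09 (SE of the list score, n = 3 pools per group). The group includes the acyl-CoA dehydrogenase Acadl (0.45 ± 0.07), the carnitine palmitoyltransferase Cpt2 (0.60 ± 0.15), the trifunctional protein subunit Hadha (0.39 ± 0.09) and the peroxisomal bifunctional enzyme Ehhadh (0.46 ± 0.16). Without rAAV-Lmo3 1 the log2 difference of Ehhadh was 0.29. All 25 measured TCA cycle genes lay above 0, with a mean of 0.26 ± 0.15. They include the pyruvate dehydrogenase subunit Dlat (0.55 ± 0.11), the succinate dehydrogenase subunit Sdhd (0.38 ± 0.12) and the citrate synthase Cs (0.26 ± 0.09). All 71 measured oxidative phosphorylation genes lay above 0 as well, with a mean of 0.28 ± 0.17, among them cytochrome c (Cycs, 0.41 ± 0.10) and the complex I subunit Ndufb3 (0.50 ± 0.15).

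These mitochondrial lists passed the camera test against all other genes, with an adjusted p of 1.52e-13 for fatty acid oxidation, 1.23e-10 for the TCA cycle and 2.51e-20 for oxidative phosphorylation. With an estimated correlation between genes the calls were lost, with an adjusted p = 0.508 for fatty acid oxidation and an adjusted p = 0.562 for each of the other lists. In single genes, 9 fatty acid oxidation genes were higher at an unadjusted p under 0.05 and 7 after being adjusted over the list alone (Acadl, Cpt2, Slc25a20, Hadha, Hadhb, Etfdh and Decr1), but 0 over all genes tested. For the TCA cycle the corresponding counts were 8, 1 (Dlat) and 0, and for oxidative phosphorylation 9, 0 and 0. The study had itself singled out these pathways on the same arrays, so the counts adjusted over the list alone are not independent evidence of their direction. The exact permutation p of the list score was 0.1 for fatty acid oxidation and for the TCA cycle, and 0.2 for oxidative phosphorylation, whose scores overlapped between the groups. Array rAAV-Lmo3 1, which stood apart, had the highest score for all of these lists. In both arrays that stood apart, the control rAAV-YFP 2 included, 55 of 71 oxidative phosphorylation, 19 of 25 TCA cycle and 13 of 25 fatty acid oxidation genes lay higher than in the rest of their groups, against 32.8% of all genes tested. Without rAAV-Lmo3 1 the mean difference was 0.21 for fatty acid oxidation, with 22 of 25 genes above 0. It was 0.12 for the TCA cycle, with 20 of 25, and 0.11 for oxidative phosphorylation, with 62 of 71.

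Of the further genes that the study named for these pathways, Idh3a was 0.30 ± 0.12 higher and Idh1 0.21 ± 0.09. Idh3b (0.19 ± 0.12), Sdha (0.20 ± 0.15), Aco1 (0.17 ± 0.22), Acly (0.37 ± 0.29) and Cpt1a (0.21 ± 0.21) did not pass at the unadjusted level. The study reported higher Idh3b, Sdha and Acly by qPCR in cultured adipocytes that overexpressed Lmo3. It named Aco1 and Cpt1a from gene sets enriched on these arrays, and measured selected genes of those sets by qPCR in eWAT. None of that qPCR was repeated here, and a gene that did not pass here does not contradict it. When single arrays were left out, Aco1 ranged from -0.08 to 0.31, Idh3b from 0.09 to 0.25, Sdha from 0.05 to 0.30, Acly from 0.08 to 0.60 and Cpt1a from 0.05 to 0.38. The lowest of these values came without rAAV-YFP 2 for Cpt1a and without rAAV-Lmo3 1 for the others. Genes of the mitochondrial ribosome, which translates the mitochondrial transcripts, lay above 0 in 62 of 63 cases with a mean of 0.18 (adjusted p = 7.98e-14, and adjusted p = 0.562 with an estimated correlation). Of them, 8 were higher at the unadjusted level, including Mrps26 (0.32 ± 0.10), and 0 when adjusted over the list alone or over all genes. Their exact permutation p was 0.1. Without rAAV-Lmo3 1 their mean was 0.06, with 52 of 63 above 0, and 39 of 63 lay higher in both arrays that stood apart. Peroxisomal genes lay above 0 in 29 of 33 cases with a mean of 0.20 (adjusted p = 9.07e-10, and adjusted p = 0.562 with an estimated correlation), or 0.13 without rAAV-Lmo3 1, and an exact permutation p of 0.1. Of these 9 were higher at the unadjusted level and 0 adjusted over the list alone or over all genes, with Ephx2, Nudt7 (0.39 ± 0.11) and Abcd3 (0.29 ± 0.09) among them. Only 2 of the 13 mitochondrially encoded genes had a probe set, too few for a test, and COX2 differed by 0.01 ± 0.08 and ND3 by 0.19 ± 0.12. When single arrays were left out, COX2 ranged from -0.05 to 0.04 and ND3 from 0.11 (without rAAV-Lmo3 1) to 0.27.

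Brown and beige adipocyte genes, of which 5 also stand in other lists, lay above 0 in 18 of 19 tested cases. Their mean log2 difference was 0.33 ± 0.05 (SE of the list score, n = 3 pools per group). Of the 27 members on the array, the rest were too dim to test. The list passed camera with an adjusted p of 5.34e-07, lost with an adjusted p = 0.226 with an estimated correlation. Its estimated correlation, 0.0093, lay below the preset 0.01, so a higher correlation does not account for this loss. What else differed between these settings was not tested. Of its genes 5 were higher at the unadjusted level, 3 adjusted over the list alone (Ucp3, Chchd10 and Slc36a2) and 0 over all genes. The scores of the 3 rAAV-Lmo3 arrays were 0.24, 0.09 and 0.16, all above those of the rAAV-YFP arrays at -0.21, -0.12 and -0.17 (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). Leaving out any single array left the mean between 0.29 and 0.36. Cidea, a lipid droplet protein of this list, was 0.74 ± 0.28 higher but lay under the limit for dim genes and was not tested, and without rAAV-Lmo3 1 Cidea was 0.42 higher. Ppara (0.20 ± 0.16) and Bnip3 (0.12 ± 0.20), which the study linked with adipocyte size, did not pass. Without rAAV-Lmo3 1 Ppara differed by 0.04 and Bnip3 by -0.04, and without rAAV-YFP 2 they differed by 0.30 and 0.31.

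**Figure D2:**
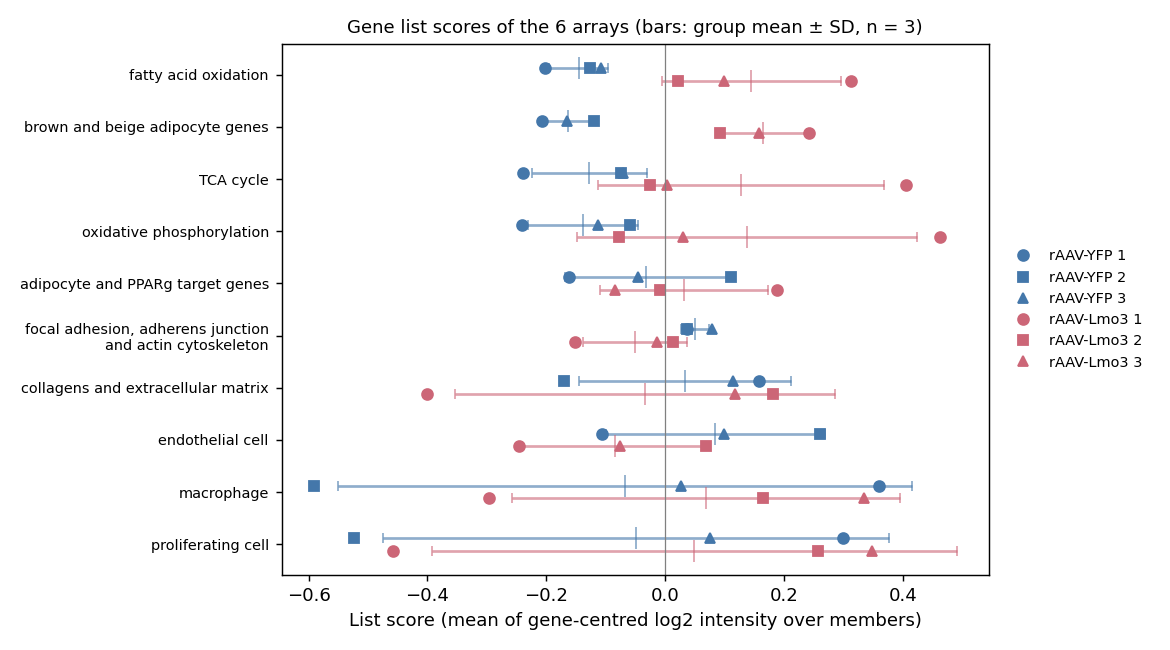
Scores of 10 gene lists on each array (horizontal axis, mean over members of the log2 intensity centred per gene; blue, rAAV-YFP; red, rAAV-Lmo3; bars, group mean ± SD, n = 3). The groups do not overlap for fatty acid oxidation, brown and beige adipocyte, TCA cycle and focal adhesion genes, while rAAV-YFP 2 and rAAV-Lmo3 1 have the lowest macrophage scores, -0.59 and -0.30.

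The study found gene sets for adipogenesis and PPAR signalling enriched in rAAV-Lmo3 eWAT by another enrichment test. It also measured higher Adipoq, Lpl and Cd36 by qPCR in eWAT, and higher Ncoa1 by qPCR in cultured adipocytes that overexpressed Lmo3. Those sets and the qPCR were not repeated here. General adipocyte and PPARg target genes did not pass as a group by camera. Their mean log2 difference was 0.06 ± 0.11 and their median just below 0, with 13 of 29 genes above 0 (adjusted p = 0.335, adjusted p = 0.697 with an estimated correlation, and exact permutation p = 0.6). Adipoq (adiponectin, -0.03 ± 0.15), Fabp4 (-0.04 ± 0.09), Lpl (0.06 ± 0.08), Cd36 (0.03 ± 0.08), Pparg (-0.07 ± 0.22) and the coactivator Ncoa1 (-0.02 ± 0.13) differed by less than their errors, and of these all but Lpl changed sign when some single array was left out. The 3 genes higher at the unadjusted level were the glycerolipid synthesis enzymes Gpd1 (0.49 ± 0.12), Agpat2 (0.66 ± 0.19) and Dgat1 (0.43 ± 0.14), and 0 genes passed when adjusted over the list alone or over all genes. The list did pass without rAAV-YFP 2 (mean 0.14, adjusted p = 0.00762) and without rAAV-Lmo3 3 (mean 0.12, adjusted p = 0.0383), while its mean lay just below 0 without rAAV-YFP 1 or rAAV-Lmo3 1.

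Lipid synthesis genes lay on the higher side by camera, but their scores overlapped widely between the groups. De novo lipogenesis and triglyceride synthesis genes had a mean log2 difference of 0.27, with 18 of 24 above 0 (adjusted p = 2.3e-05, and adjusted p = 0.562 with an estimated correlation). Of these 6 were higher at the unadjusted level, 3 adjusted over the list alone and 0 over all genes, namely the mitochondrial citrate carrier Slc25a1 (0.65 ± 0.12), the malic enzyme Me1 (0.51 ± 0.11) and Gpd1. The list score was 0.13 on rAAV-YFP 2, above 0.04 on rAAV-Lmo3 2 and -0.09 on rAAV-Lmo3 3 (exact permutation p = 0.5). In both arrays that stood apart 21 of the 24 genes lay higher than in the rest of their groups. The mean deviation was 0.40 in rAAV-YFP 2 and 0.48 in rAAV-Lmo3 1, so the scores followed these arrays. With both arrays left out the mean difference between the groups was still 0.24 (adjusted p = 1.38e-06). Without rAAV-Lmo3 1 the mean was 0.11 and the call was lost (adjusted p = 0.0891), and without rAAV-YFP 1 the mean was also 0.11 (adjusted p = 0.0194). Lipolysis and lipid droplet genes had a mean of 0.12 with 12 of 19 above 0 (adjusted p = 0.0321, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.1). The lipase inhibitor Hilpda (0.57 ± 0.12) was the 1 gene of that list to pass when adjusted over the list alone, with 0 over all genes and 3 at the unadjusted level. The lipolysis call was lost without rAAV-YFP 1 (mean 0.07, adjusted p = 0.349) and without rAAV-Lmo3 1 (mean 0.08, adjusted p = 0.214). It was also lost without rAAV-Lmo3 2, where the mean stayed at 0.12 (adjusted p = 0.0894).

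Adhesion and matrix genes lay on the lower side. Focal adhesion, adherens junction and actin cytoskeleton genes had a mean log2 difference of -0.10, with 40 of 51 below 0 (adjusted p = 3.93e-05, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.1). Of these 7 were lower at the unadjusted level, among them the talin Tln2 (-0.40 ± 0.10), Lims2 (-0.46 ± 0.14) and the plakoglobin gene Jup (-0.57 ± 0.19), and 0 passed adjusted over the list alone or over all genes. Without rAAV-Lmo3 1 the mean was -0.05. Collagens and other matrix genes had a mean of -0.07 with 31 of 47 below 0 (adjusted p = 0.0254, adjusted p = 0.636 with an estimated correlation, and exact permutation p = 0.9). Timp3, an inhibitor of matrix metalloproteases, was lower by -0.66 ± 0.09 and was the 1 gene to pass adjusted over the list alone, with 0 over all genes and 5 at the unadjusted level, including the basement membrane genes Nid1 (-0.32 ± 0.11) and Lamb2 (-0.35 ± 0.13). The collagens that the study named did not pass, with Col1a1 at -0.24 ± 0.35, Col6a1 at -0.24 ± 0.32, Col5a1 at -0.12 ± 0.12 and Col2a1 at -0.11 ± 0.12, while Col4a6 (-0.11 ± 0.08) was too dim to test. When single arrays were left out, Col1a1 ranged from -0.49 to 0.17, Col6a1 from -0.51 to 0.09 and Col5a1 from -0.24 to -0.02, each with the highest value without rAAV-Lmo3 1. Col2a1 ranged from -0.20 to -0.02 and Col4a6 from -0.14 to -0.05, each with the highest value without rAAV-YFP 2. Markers of endothelial (-0.17), smooth muscle and pericyte (-0.13) and mesothelial cells (-0.28) lay lower too, as described below, so these values do not separate a change within cells from a change in the cells present.

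The direction of the collagen and matrix list depended on single arrays. Without rAAV-Lmo3 1 its mean log2 difference was 0.12 (adjusted p = 0.299), and its call was also lost without rAAV-YFP 1 (mean near 0, adjusted p = 0.298) and without rAAV-YFP 3 (mean -0.03, adjusted p = 0.0661). With array weights its mean was 0.03 (adjusted p = 0.853). It lay farther from 0 without rAAV-YFP 2 (-0.17), rAAV-Lmo3 2 (-0.17) and rAAV-Lmo3 3 (-0.14). Wnt signalling genes had a mean of -0.08 with 22 of 31 below 0 (adjusted p = 0.0398, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.6). At the unadjusted level Tcf7l1, a repressor of Wnt target genes, was lower (-0.53 ± 0.14) and the ligand Wnt10b higher (0.23 ± 0.08), and 0 genes passed adjusted over the list alone or over all genes. The Wnt call was lost without rAAV-Lmo3 1 (mean near 0, adjusted p = 0.519) and without rAAV-YFP 3 (mean -0.04, adjusted p = 0.207). It was also lost without rAAV-YFP 2, where the mean was -0.10 (adjusted p = 0.0805). JNK and stress-activated kinase genes did not pass as a group (mean -0.02, 16 of 28 below 0, adjusted p = 0.335, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.6). Map3k6 was the only gene of that list at the unadjusted level, and 0 passed adjusted over the list alone or over all genes. The study had chosen the adipocyte, matrix, adhesion and JNK themes on these arrays, so the counts for them are not independent evidence either.

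Among the markers of other cell types, macrophage genes had a mean log2 difference of 0.14 ± 0.34 (SE of the list score, n = 3 pools per group), with 17 of 22 above 0 (adjusted p = 0.261, exact permutation p = 0.7). Their scores were lowest on the arrays that stood apart, at -0.59 on rAAV-YFP 2 and -0.30 on rAAV-Lmo3 1, and between 0.03 and 0.36 on the others. The list passed without rAAV-YFP 1 (mean 0.35, adjusted p = 0.000338) and without rAAV-Lmo3 1 (mean 0.32, adjusted p = 0.013), but its mean was -0.13 without rAAV-YFP 2 (adjusted p = 0.108) and near 0 without rAAV-Lmo3 3 (adjusted p = 0.973). Proliferating cell genes were likewise lowest on these arrays, at -0.52 and -0.46, with a mean group difference of 0.10 (adjusted p = 0.176, exact permutation p = 0.6). That list passed without rAAV-YFP 1 (mean 0.27, adjusted p = 0.000481) and without rAAV-Lmo3 1 (mean 0.35, adjusted p = 2.43e-06), but its mean was -0.14 without rAAV-YFP 2 (adjusted p = 0.127), -0.05 without rAAV-Lmo3 3 and near 0 without rAAV-Lmo3 2. Lipid-associated macrophage genes had a mean of 0.22 with 12 of 13 above 0 (adjusted p = 0.0258, adjusted p = 0.616 with an estimated correlation, and exact permutation p = 0.6). Without rAAV-YFP 2 their mean was -0.06 (adjusted p = 0.842), without rAAV-Lmo3 3 it was 0.04 (adjusted p = 0.308), without rAAV-YFP 1 it was 0.49 and without rAAV-Lmo3 1 it was 0.44. The call was also lost without rAAV-YFP 3 (adjusted p = 0.153) and without rAAV-Lmo3 2 (adjusted p = 0.147).

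Endothelial genes had a mean log2 difference of -0.17, with 18 of 21 below 0 (adjusted p = 6.98e-05, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.4). Robo4 (-0.46 ± 0.16) and Esam (-0.33 ± 0.13) passed at the unadjusted level. Without rAAV-YFP 1 the list mean was -0.26. The call was lost without rAAV-YFP 2 (mean -0.08, adjusted p = 0.0738) and without rAAV-Lmo3 1 (mean -0.09, adjusted p = 0.0614). The direction of the endothelial list turned when both arrays that stood apart were left out. T and NK cell genes had a mean of -0.16 with 6 of 8 below 0 (adjusted p = 0.00192, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.3). Of them 4 were lower at the unadjusted level, Cd2 (-0.37 ± 0.10), Cd247, Cd3e (-0.42 ± 0.17) and Ccr7. Without rAAV-YFP 3 Cd3e differed by -0.27. Their mean was -0.09 without rAAV-YFP 1, -0.10 without rAAV-Lmo3 1 and -0.28 without rAAV-YFP 2. B and plasma cell genes had a mean of -0.18 with 10 of 11 below 0 (adjusted p = 0.0355, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.5), with Ighm at -0.73 ± 0.25, or -0.45 without rAAV-YFP 3. Their call was lost without rAAV-YFP 3 (mean -0.03, adjusted p = 0.698), rAAV-Lmo3 1 (mean -0.11, adjusted p = 0.284) or rAAV-Lmo3 2 (adjusted p = 0.0522), and without rAAV-YFP 2 the mean was -0.34.

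Mesothelial genes, which mark the surface lining of the depot, had a mean log2 difference of -0.28 with 13 of 14 below 0 (adjusted p = 0.00196, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.5). Without rAAV-YFP 3 that mean was -0.03 (adjusted p = 0.332), and without rAAV-YFP 1 it was -0.43. Smooth muscle and pericyte genes had a mean of -0.13 with 11 of 14 below 0 (adjusted p = 0.0258, adjusted p = 0.597 with an estimated correlation, and exact permutation p = 0.6). Without rAAV-Lmo3 1 their mean was 0.01 (adjusted p = 0.821) and without rAAV-Lmo3 2 it was -0.21, while the call was also lost without rAAV-YFP 3 (mean -0.08, adjusted p = 0.139) and without rAAV-YFP 2 (adjusted p = 0.0893). The lists of adipose progenitor and fibroblast (mean -0.01, adjusted p = 0.464), neutrophil and mast cell (mean 0.21, adjusted p = 0.414), skeletal muscle (mean -0.09, adjusted p = 0.347) and Schwann cell genes (mean -0.01, adjusted p = 0.291) did not pass, with exact permutation p of 1, 0.5, 0.6 and 0.9, which does not show that they stayed level. Of the neutrophil and mast cell genes 5 of 7 lay above 0, and their mean ranged from 0.09 to 0.30 when single arrays were left out. The mean of the Schwann cell genes changed sign in these settings, ranging from -0.11 to 0.07. The progenitor list passed without rAAV-YFP 2 (mean -0.11, adjusted p = 0.0325), and its mean was 0.08 without rAAV-Lmo3 1 (adjusted p = 0.632). The skeletal muscle list passed on the lower side without rAAV-YFP 3 (mean -0.23, adjusted p = 0.0217) and without rAAV-Lmo3 1 (mean -0.23, adjusted p = 0.0322), and on the higher side without rAAV-YFP 2 (mean 0.11, adjusted p = 0.0427). None of the cell type lists with a test had a member that passed adjusted over the list alone or over all genes. Lymphatic endothelial, erythroid and epididymal epithelial genes had 4, 2 and 0 members bright enough to test, and the brightest epididymal gene, Lcn12, had a mean intensity of 107.

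In all, 23 of 39 tested lists passed camera with its preset correlation, 14 higher and 9 lower, and 21 passed when camera used ranks. With an estimated correlation 0 lists passed (smallest adjusted p = 0.226), and fry, which tests a list by itself, called 0 (smallest adjusted p = 0.119). The estimated correlations had a median of 0.297, against the preset 0.01. The brown and beige list lost its call with an estimate of 0.0093, so higher correlations alone do not account for the drop to 0. On simulated arrays with the covariance of these genes and no difference between the groups, the preset correlation called a median of 16 lists in 100 draws, with a range of 1 to 22. List scores of the groups did not overlap for 7 lists, or 17.9%, where chance gives 10%. Without rAAV-Lmo3 1, 15 lists passed.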

Values the study reported

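The study compared 3 arrays per group and reported 244 upregulated and 271 downregulated genes in eWAT of rAAV-Lmo3 mice.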

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

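Leaving out both arrays that stood apart and using the macrophage score as a covariate were chosen after the results were seen; the other alternatives were planned. Under every alternative 0 genes passed limma after adjustment, with a smallest adjusted p between 0.0640 (both arrays that stood apart left out) and 1.00. The higher genes at the unadjusted level (271) ranged from 122 to 404 when single arrays were left out and numbered 547 with the macrophage covariate. The lower genes (287) ranged from 140 to 339, and numbered 458 with no filter on dim genes, where more genes were tested, and 451 with the covariate. The methods' t-test count (555) ranged from 314 to 778 when single arrays were left out and was 827 with no filter on dim genes. A block for replicate number gave 216 higher and 237 lower genes, but the numbers did not pair the arrays. The Lmo3 log2 difference lay between -0.02 and 0.04 when single arrays were left out. Signal over background limits the dim genes, which include Lmo3 and Cidea.

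The lists that passed (23) ranged from 15 to 25 when single arrays were left out, and were 0 with an estimated correlation and 0 with fry. The TCA cycle, oxidative phosphorylation, fatty acid oxidation and focal adhesion lists passed in 17 of 19 alternatives each. They were lost with an estimated correlation (0.562, 0.562, 0.508 and 0.562) and with fry (0.704, 0.704, 0.457 and 0.704), and JNK signalling passed in 0 of 19. The adipocyte list reached an adjusted p from 0.00762 to 0.766 when single arrays were left out and 0.0138 with the covariate. The collagen and matrix list ranged from 2.43e-05 to 0.299, and was lost with an estimated correlation (0.636), ranks (0.0509) and fry (0.822). Its direction turned with array weights (0.853), without rAAV-Lmo3 1 (0.299) and without both arrays that stood apart (0.571). Wnt signalling ranged from 0.0169 to 0.519, and was lost with a second quantile normalization (0.0614), array weights (0.380), no filter (0.0759), an estimated correlation (0.562), fry (0.704) and without both arrays (0.644). The cause of these changes was not tested.

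Of 585 values for the other lists, 481 kept their side of the threshold, 72 lost the call, 25 gained it, 6 turned with a call and 1 moved without a call. Of the 481, 40 changed sign in a list not called either way. Those that turned with a call did so without rAAV-Lmo3 1 for branched-chain amino acid catabolism (0.592; range without single arrays 6.15e-06 to 0.592) and smooth muscle (0.821; 0.00254 to 0.821). Lipid-associated macrophage (0.842; 1.04e-05 to 0.842) and skeletal muscle genes (0.0427; 0.0217 to 0.920) turned without rAAV-YFP 2. Endothelial (0.955) and smooth muscle genes (0.961) turned without both arrays that stood apart. Of 2880 values for 192 named genes, 2871 stayed within 1 SD and 42 changed sign. Leaving out 1 of 3 arrays cannot move a group mean by as much as the SD of that group. The count within 1 SD therefore says little about stability, and Cox8b went from 1.31 to 0.79 without rAAV-Lmo3 1.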

Other observations

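The tests of the patterns weighed here were all chosen after the results were seen, while the counts over splits of the arrays were planned. Genes responsive to glucocorticoids, the adrenal steroid hormones, lay lower in rAAV-Lmo3 tissue, with a mean log2 difference of -0.19 and 16 of 22 below 0 (adjusted p = 0.000128, adjusted p = 0.508 with an estimated correlation, and exact permutation p = 0.2). The zinc finger gene Zbtb16 differed by -1.01 ± 0.32, Map3k6 by -0.69 ± 0.15, Per1 by -0.68 ± 0.21 and Klf9 by -0.48 ± 0.13 (SE, n = 3 pools per group). At the unadjusted level 6 of them were lower, and 0 passed adjusted over the list alone or over all genes. Leaving out single arrays left the mean between -0.25 and -0.15. In both arrays that stood apart 14 of the 22 genes lay higher than in the rest of their groups, against 32.8% of all genes. With both of these arrays left out the mean was -0.21. Cholesterol biosynthesis genes lay higher, with a mean of 0.23 and 19 of 20 above 0 (adjusted p = 7.71e-06, adjusted p = 0.562 with an estimated correlation, and exact permutation p = 0.2). They include Hmgcs1 (0.35 ± 0.12) and the squalene epoxidase Sqle (0.22 ± 0.09), with 5 higher at the unadjusted level and 0 adjusted over the list alone or over all genes, and without rAAV-Lmo3 2 their mean was 0.15. In the antioxidant list the glutathione transferases Gstm1 (-0.67 ± 0.09) and Mgst2 (0.79 ± 0.17) went in opposite directions, and these 2 genes passed adjusted over the list alone but 0 over all genes, while the list itself did not (mean 0.09, adjusted p = 0.0849, exact permutation p = 0.9). That list passed without rAAV-YFP 2 (adjusted p = 0.0446), rAAV-Lmo3 2 (0.0063) or rAAV-Lmo3 3 (0.0235), but its mean was -0.02 without rAAV-Lmo3 1 (0.591).

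Genes of the proteasome (mean 0.15, 29 of 31 above 0, adjusted p = 5.34e-07, and adjusted p = 0.562 with an estimated correlation) and of the cytosolic ribosome (mean 0.11, 49 of 54, adjusted p = 2.41e-06, and adjusted p = 0.616 with an estimated correlation) lay higher. Branched-chain amino acid catabolism (mean 0.14, 21 of 25, adjusted p = 0.003, and adjusted p = 0.616 with an estimated correlation) and glycolysis genes (mean 0.11, 12 of 16, adjusted p = 0.0147, and adjusted p = 0.562 with an estimated correlation) lay higher too. The scores of all these lists overlapped between the groups, with an exact permutation p of 0.2 for the proteasome, 0.4 for the cytosolic ribosome, 0.7 for branched-chain amino acid catabolism and 0.2 for glycolysis. Without rAAV-Lmo3 1 these calls were lost, with means of 0.05 for the proteasome (adjusted p = 0.202), 0.01 for the cytosolic ribosome (0.567), -0.05 for branched-chain amino acid catabolism (0.592) and 0.09 for glycolysis (0.249). Without rAAV-YFP 1 the calls of branched-chain amino acid catabolism (mean 0.05, adjusted p = 0.233) and glycolysis (0.0534) were lost as well. The mean of branched-chain amino acid catabolism was 0.24 without rAAV-Lmo3 2 or rAAV-Lmo3 3, and that of the cytosolic ribosome 0.19 without rAAV-Lmo3 2. Of the genes in these lists, 0 passed adjusted over the list alone or over all genes, and Pfkl (0.39 ± 0.09), Slc16a1 (0.62 ± 0.18) and Psma1 (0.41 ± 0.12) were among those higher at the unadjusted level.

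Interferon-stimulated genes (mean log2 difference 0.10, adjusted p = 0.0525), inflammatory cytokines (0.25, 0.0669), the unfolded protein response (0.05, 0.405), immediate early genes (near 0, 0.347), the circadian clock (-0.02, 0.876), insulin signalling (-0.01, 0.6) and nuclear receptor coregulators (near 0, 0.714) did not pass, with exact permutation p between 0.4 and 1. The interferon list passed without rAAV-YFP 2 (4.8e-05), rAAV-Lmo3 2 (0.0142) or rAAV-Lmo3 3 (0.00113), but its mean was -0.05 without rAAV-Lmo3 1 (0.441). The cytokine list passed without rAAV-YFP 1 (0.00239), but its mean was 0.04 without rAAV-YFP 2 (0.803). When single arrays were left out, the mean of the unfolded protein response ranged from 0.005 to 0.085. The means of the other lists changed sign, from -0.05 to 0.04 for immediate early genes and -0.09 to 0.03 for the circadian clock. They ran from -0.04 to 0.01 for insulin signalling and -0.02 to 0.02 for nuclear receptor coregulators. Single genes at the unadjusted level were Grb14 (0.50 ± 0.14), an inhibitor of insulin receptor signalling, Foxo1 (-0.30 ± 0.12) and Btg2 (-0.39 ± 0.09). The others were Per1 (-0.68 ± 0.21), Dnajb9 (0.33 ± 0.12), Rtp4 (0.45 ± 0.18) and Ncoa2 (-0.21 ± 0.08). Without rAAV-Lmo3 1 the log2 difference of Rtp4 was 0.28, and 0 genes of these lists passed adjusted over the list alone or over all genes.

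The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. All 10 splits gave at least the real count of genes after adjustment, which was 0, as was the highest of the others. At the unadjusted level 4 of the 10 splits gave at least the real 558 genes, and the highest other count was 1758. That split set rAAV-YFP 1, rAAV-Lmo3 2 and rAAV-Lmo3 3 against the rest, with both arrays that stood apart on one side. The other splits with both on one side gave 1290, 841 and 393 genes. On simulated arrays with no difference between the groups the count reached 5852. Those arrays carried the covariance of the measured genes, and so any structure of the samples within the groups. The simulation therefore cannot decide whether a count of 1758 shows a structure other than the vector. For the gene lists 2 of the 10 splits gave at least 23, with a highest other count of 25, and for the methods' t-test 3 of the 10 gave at least 555, with a highest other count of 1324.

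The first pattern is that mitochondrial and fatty acid oxidation genes lay higher in rAAV-Lmo3. For oxidative phosphorylation, array rAAV-Lmo3 1 alone may account for most of the difference. It was 0.114 without that array (95% interval -0.142 to 0.371) against 0.276 over all arrays. Without both arrays that stood apart, each higher for these genes, 0.154 remained. For fatty acid oxidation the values argue against rAAV-Lmo3 1 alone, since 0.206 remained without it (95% interval 0.0561 to 0.356). The fatty acid oxidation score exceeded that of the adipocyte list by 0.226 between the groups (95% interval 0.0135 to 0.439). This argues against a larger share of adipocytes only if such a share would raise both lists equally, which was not tested. For oxidative phosphorylation a larger share of adipocytes stays open (0.213, interval -0.0760 to 0.502). Delivery of Lmo3 stays open as an untested biological explanation, since the exact permutation p of 0.1 for fatty acid oxidation is the smallest that 3 against 3 allow.

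The next pattern is that rAAV-YFP 2 and rAAV-Lmo3 1 stood apart, 1 array in each group. Their deviations from the rest of their groups correlated at 0.680 across genes, but the other pairs of arrays across the groups reached absolute correlations of 0.250 to 0.714. Noise independent from gene to gene would leave such deviations uncorrelated, so these values argue against it. Deviations shared by many genes but arising separately in each pool stay open. The range of the other pairs cannot decide this, because the deviations within a group cancel out for every gene. The pairs are therefore not independent of each other. Of the 22 macrophage genes 90.9% were lower in both arrays, against 35.1% of all genes. So were 12 of 13 lipid-associated macrophage genes, but also 21 of 22 proliferating cell and 18 of 20 cholesterol biosynthesis genes. Higher in both, against 32.8% of all genes, were 55 of 71 oxidative phosphorylation, 19 of 25 TCA cycle, 39 of 63 mitochondrial ribosome, 21 of 24 de novo lipogenesis, 20 of 25 branched-chain amino acid catabolism and 11 of 12 skeletal muscle genes. Fewer macrophages in these pools therefore stays open, since the value restates the low scores and does not single out that cell type. The design names no group that these pools share.

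The last pattern is that the Lmo3 probe set stayed near the floor of the arrays, with a difference of 0.0189 (95% interval -0.101 to 0.139). The vector transcript may lack the sequence the probes read, or the pools may have held none of it. The study describes strong Lmo3 mRNA by qPCR and LMO3 protein in eWAT of transduced mice, which speaks against absence, but it does not say whether the pooled mice were among those. These explanations cannot be told apart from the arrays, since both give the same value and no other probe set measures the vector.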
